# Evaluating Gene Expression in C57BL/6J and DBA/2J Mouse Striatum Using RNA-Seq and Microarrays

**DOI:** 10.1371/journal.pone.0017820

**Published:** 2011-03-24

**Authors:** Daniel Bottomly, Nicole A. R. Walter, Jessica Ezzell Hunter, Priscila Darakjian, Sunita Kawane, Kari J. Buck, Robert P. Searles, Michael Mooney, Shannon K. McWeeney, Robert Hitzemann

## Abstract

C57BL/6J (B6) and DBA/2J (D2) are two of the most commonly used inbred mouse strains in neuroscience research. However, the only currently available mouse genome is based entirely on the B6 strain sequence. Subsequently, oligonucleotide microarray probes are based solely on this B6 reference sequence, making their application for gene expression profiling comparisons across mouse strains dubious due to their allelic sequence differences, including single nucleotide polymorphisms (SNPs). The emergence of next-generation sequencing (NGS) and the RNA-Seq application provides a clear alternative to oligonucleotide arrays for detecting differential gene expression without the problems inherent to hybridization-based technologies. Using RNA-Seq, an average of 22 million short sequencing reads were generated per sample for 21 samples (10 B6 and 11 D2), and these reads were aligned to the mouse reference genome, allowing 16,183 Ensembl genes to be queried in striatum for both strains. To determine differential expression, ‘digital mRNA counting’ is applied based on reads that map to exons. The current study compares RNA-Seq (Illumina GA IIx) with two microarray platforms (Illumina MouseRef-8 v2.0 and Affymetrix MOE 430 2.0) to detect differential striatal gene expression between the B6 and D2 inbred mouse strains. We show that by using stringent data processing requirements differential expression as determined by RNA-Seq is concordant with both the Affymetrix and Illumina platforms in more instances than it is concordant with only a single platform, and that instances of discordance with respect to direction of fold change were rare. Finally, we show that additional information is gained from RNA-Seq compared to hybridization-based techniques as RNA-Seq detects more genes than either microarray platform. The majority of genes differentially expressed in RNA-Seq were only detected as present in RNA-Seq, which is important for studies with smaller effect sizes where the sensitivity of hybridization-based techniques could bias interpretation.

## Introduction

Sandberg et al. [1] appear to have been the first to use microarrays to examine differential brain gene expression between two inbred mouse strains (C57BL/6 [B6] and 129SvEv). Using a 1.8 fold-change threshold, these authors found that ∼1% of the transcripts detected as present were differentially expressed. Subsequent studies have examined differential brain gene expression within large panels of inbred mouse or rat strains [2], [3], [4], [5] and in segregating rodent populations [6], [7], [8]. Recombinant inbred strains and F_2_ populations have been used to generate expression QTL (eQTL) maps which in turn are often integrated with behavioral quantitative trait loci (bQTL) maps [4], [5], [9]. Improvements in both microarray technology and analytical techniques made it possible to measure changes in brain gene expression quite accurately; importantly the cumulative data record has indicated that most differences in expression between inbred strains or populations derived from inbred strains, such as selectively bred lines [10], are actually quite small (15 to 30%). To some extent the small changes reflect the fact that the hybridization isotherms for oligonucleotide arrays are frequently not linear due to probe saturation [11]. This effect may well be accentuated in brain because of the high degree of alternative splicing [12]. A second problem with oligonucleotide arrays and one that is specific to inbred strains or populations derived from inbred strains is the effect of SNPs [8], [13]. Rodent oligonucleotide arrays are based upon the sequence of the B6 mouse or Brown-Norway (BN) rat strains. Even inbred strains closely related to the B6 or BN may differ by several million SNPs [14], which in turn can cause significant hybridization artifacts [13]. Masking for SNPs can improve this situation but in some cases results in deleting a probe (Illumina) or a probeset (Affymetrix) from the analysis. A third problem with oligonucleotide arrays are the annotation and summarization issues associated with predefined reporters/probes. Finally, because microarrays primarily interrogate the 3′ untranslated region (3′-UTR), they provide relatively little information about alternative splicing. The Affymetrix 1.0 Exon ST array collects data on alternative splicing but when used to detect differential alternative splicing is particularly sensitive to the “SNP effect” due to the smaller number of probes per probeset.

The emergence of next-generation sequencing (NGS) and the RNA-seq application provides a clear alternative to oligonucleotide arrays for detecting differential gene expression and effectively deals with the problems noted above. Mortazavi et al. [15] compared mouse liver gene expression (B6 strain only) between data generated by the short-read Illumina/Solexa 1G platform and data generated from the Affymetrix 430 2.0 array. The short-read metric of comparison was reads per kilobase of exon model per million mapped reads (RPKM). At the gene level, the two platforms agreed reasonably well. However, RNA-Seq also generated new data. While 90% of the uniquely mapped reads fell within known exons, the additional data suggested “new and revised gene models, including changed or additional promoters, exons and 3′-UTRs as well as new candidate microRNA precursors.” Mortazavi et al. [15] were also able to detect >100,000 splice sites and noted that ∼3,500 genes expressed one or more alternate internal splices. Subsequent studies in mouse and other species, e.g. yeast, have confirmed that RNA-seq and microarrays yield similar data at the level of gene expression [16], [17], [18]. There have been to our knowledge no studies that have used RNA-seq to examine differential expression across inbred strains. However, with a similar application in mind, Bullard et al. [19] examined the various normalization paradigms that are optimal to detect differential gene expression; they concluded that upper quartile normalization introduces the least amount of bias.

The current study compares RNA-Seq with two microarray platforms (Affymetrix MOE 430 2.0 and Illumina MouseRef-8 v2.0) to detect differential striatal gene expression between the B6 and DBA/2J (D2) inbred mouse strains. There are several reasons for comparing the B6 and D2 strains. First, the B6 is the reference strain for the mouse genome and the D2 strain is one of several strains that are being completely sequenced as part of the Sanger Mouse Genome project. Also there are extensive gene expression datasets comparing the B6 and D2 strains and both recombinant inbreds and F_2_ intercrosses derived from these strains; included in these datasets are data from the striatum [8], [20], [21]. Finally, there is extensive phenotypic data comparing the B6 and D2 strains [see 22] including data for behavioral, anatomical and behavioral striatal-related-phenotypes [2], [23], [24]. We show that by using stringent data processing requirements differential expression as determined by RNA-Seq is concordant with both the Affymetrix and Illumina platforms in more instances than it is concordant with only one, and that instances of conflicting directions of fold change are rare. The large dynamic range of RNA-Seq detects thousands more genes than seen on the microarrays. The additional information gained by using this technology illustrates the value of RNA-Seq.

## Methods

### RNA preparation

Naïve, adult, male B6 and D2 strain mice were used in the RNA-Seq and Illumina microarray experiment while both genders were utilized in the Affymetrix microarray experiment. This animal study was reviewed and approved by the Portland Veterans Affairs Medical Center Institutional Animal Care and Use Committee under protocol ID VA1509. Animals were sacrificed by cervical dislocation and the brains removed. The striatum was dissected as follows. A 1.5-mm coronal slice of tissue was removed for which the caudal boundary was the optic chiasm. The slice was laid rostral surface down on an ice-cold Petri dish, and the material surrounding the striatum was carefully removed. From the caudal to rostral surface, the striatum decreases in size and thus an angled cut was used to remove additional non-striatal material. After dissection, the tissue was either flash frozen in liquid nitrogen or stored in RNAlater (Qiagen, Valencia CA). Total RNA was isolated using TRIzol® reagent (Invitrogen, Carlsbad CA) using a one-step guanidine isothiocyanate procedure. RNA samples were evaluated by ultraviolet spectroscopy for purity and concentration (NanoDrop, Wilmington, DE) and were assessed further for RNA integrity on the Agilent Bioanalyzer (Santa Clara, CA). All samples had an RNA Integrity Number (RIN) of 8 or better.

### RNA-seq

Total RNA from 21 male mice (10 B6 and 11 D2) was provided to the Oregon Health & Science University Massively Parallel Sequencing Shared Resource facility [25] for transcriptome sequencing (NCBI SRA accession number: SRA026846.1). Libraries were prepared using the Illumina mRNA-Seq Sample Preparation Kit (San Diego, CA). Briefly, poly(A)+ RNA was recovered from 1 µg of total RNA using two rounds of isolation with oligo-dT - coated Sera-Mag magnetic beads. The recovered poly(A)+ RNA was then chemically fragmented. RNA fragments were converted to cDNA using SuperScript II and random primers. The second strand was synthesized using RNaseH and DNA Pol I. The ends of the cDNA were repaired using T4 DNA polymerase, T4 polynucleotide kinase, and Klenow DNA polymerase. A single adenosine was added to the 3′ end using Klenow fragment (3′ to 5′ exo minus). Adaptors were attached to the ends of the cDNA using T4 DNA ligase. 300 bp fragments were extracted from a 2% low range ultra agarose sizing gel. The 300 bp fragment was then amplified by 15 cycles of polymerase chain reaction using (PCR) Phusion DNA polymerase. Libraries were validated with an Agilent Bioanalyzer (Santa Clara, CA). Libraries were diluted to 10 pM and applied to an Illumina flow cell using the Illumina Cluster Station. Sequencing was performed on an Illumina GAIIx. Sequences were 76 cycle single read except for the third flowcell, which was 70 cycles. The resulting data were processed using the Illumina CASAVA package as described in version 1.6 of the CASAVA user guide.

All reads were realigned to the NCBI m37 version of the mouse genome assembly using the Bowtie [26] short read alignment program considering the 22 chromosome assemblies. Each read was trimmed to a length of 43 bases and a seeded alignment was carried out using the first 32 bases allowing up to 2 mismatches. Only uniquely mapping reads were used in this analysis. Exon start and stop locations for NCBI m37 assembly were downloaded from Ensembl [27], and for each gene, the union exons were created as follows. For each Ensembl gene, annotated exons were merged to create a set of non-redundant exons for a particular gene. For example, if one annotated transcript had an exon that overlapped exon boundaries in a second annotated transcript for a given gene, the union exon boundaries would consist of the start location of the first exon and the stop location of the second exon. Because we did not perform strand specific RNA-Seq, if annotated exons overlapped between genes, these intervals were removed from the overall gene expression calculations similar to the union intersection exons recently proposed [19]. A read was counted using the Genominator [19] package from Bioconductor 2.6 if the start position was located in one of our determined union exons. A gene-level representation was then created by summing the counts for each union exon attributed solely to a given gene. Genes with read counts of zero in all 21 lanes were removed, as well as genes that contained a zero read count in at least one B6 and one D2 sample. Total count normalization [19] and the fitting of the Poisson model was performed in R [28], and upper quartile normalization along with the negative binomial exact test was performed using the edgeR Bioconductor package. The genes with the log transformed average read count as determined by edgeR of less than −20 were flagged as being low read count in **Dataset S1**. The single nucleotide (SNP) correction of the NCBI m37 genome assembly was performed using a custom perl script using SNPs obtained for the D2 strain from the Sanger Mouse Genomes Project [14]. To create a synthetic D2 sequence, for each SNP the D2 allele was inserted in the reference (B6) sequence at the specified location. As the reference genome was repeat masked, if an ‘N’ was present at the reference position, the D2 base was not inserted but left as an ‘N’. All boxplots were generated using the ggplot2 R package [29].

### Microarray

High quality samples containing 2 µg of total RNA were sent to the Oregon Health & Science University Gene Microarray Shared Resource facility for labeling and hybridization on microarray chips. The procedures used precisely followed Affymetrix's or Illumina's specifications, respectively [30]. All microarray data are MIAME compliant and the raw data has been deposited in GEO with accession number GSE26024.

An independent group of 20 mouse samples (5 male D2, 5 female D2, 5 male B6, and 5 female B6 were assessed using the Affymetrix MOE 430 2.0 array. These data were analyzed using the Robust Multichip Average methodology [31] on perfect match probes with the proposed background correction, quantile normalization, and summarization procedures as in previous work [13], [32], [33]. 

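Striatal RNA of 20 mice was measured with 1 array per mouse, from 5 mice in each group of strain and sex. The values analysed are the authors' RMA values on a log2 scale, which already include their background correction, quantile normalization and summarization, and their masking of probes that span a SNP or align to several places. The table lists 45101 probesets, of which 64 are controls, and 38870 of the others have values. Array medians were 6.16 to 6.19 (median 6.18) in B6 females, 6.15 to 6.19 (median 6.16) in B6 males, 6.17 to 6.21 (median 6.2) in D2 females and 6.17 to 6.23 (median 6.2) in D2 males. MAS5 detection calls, which the paper used to exclude probesets, were not used here. In their place, the upper 50% of these were kept by mean over all 20 arrays, which left 19437 probesets with a mean of at least 6.19. Strain differences, always given as B6 minus D2, came from a linear model with strain and sex fitted in limma, and p-values were adjusted by the method of Benjamini and Hochberg. A probeset was called differentially expressed at an adjusted p under 0.01, the level at which the paper applied its q-values. These p-values measure differences against the spread between mice of a strain, and the number of arrays limits their precision. A gene was represented by its probeset with the lowest adjusted p, and the 160 kept probesets annotated with several gene symbols and the 2417 with none were not assigned to a gene. The array labelled B6 female 64 lay between the strains. Its position was computed on antilog values at 116 probesets whose values separated the other arrays by strain. On a scale on which the D2 mean is 0 and the B6 mean is 1, its median was 0.51. The other B6 arrays had medians of 0.99 to 1.01. It was kept among the B6 arrays.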

Differential expression was determined using the limma Bioconductor [34] package by fitting a linear model also incorporating gender status. Individual probes that spanned a SNP between the B6 and D2 strains and probes with non-unique alignments were masked [13]. For the purposes of comparing across platforms, we used the Ensembl mappings of microarray probesets [27]. If a probeset did not map within a unique exon of an Ensembl build 59 gene, it was excluded from these analyses. Any probeset that had fewer than four probes remaining (of the 11 in each probeset) after masking was excluded from our analyses. To remove unreliable calls and set a threshold for the Affymetrix probesets, we used default settings with the MAS5 method in the affy package of Bioconductor. The MAS5 detection call flags the probeset as ‘Present’ or detected (p<0.04), ‘Marginal’ (0.04<p<0.06) or ‘Absent’ or undetected (p>0.06). Probesets with an ‘Absent’ call in at least one B6 and one D2 sample were excluded. All differential expression p-values were false discovery rate (FDR) adjusted using the q-value bioconductor package [35]. Fold change was computed using average anti-log RMA values for each strain.

A total of 24 male mice (12 D2 and 12 B6) were assessed using the Illumina MouseRef-8 v2.0 array. These include an independent group of 5 D2 and 5 B6 mice, and a group of 7 B6 and 7 D2 samples that were also analyzed using RNA-seq. 

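Each of the 24 mice has 1 array, and the arrays are numbered 1 to 12 within each strain. The mean bead signal per array before normalization was 1223 to 1822 (median 1446) in B6 and 599 to 1849 (median 1336) in D2. Between 12670 and 14209 probes (median 13427.5) per array were detected in B6 and between 10276 and 14220 (median 13047.5) in D2, at a detection p under 0.05 against negative control beads. The D2 arrays numbered 3, 5, 6 and 12 had the lowest mean signals of all, 784, 985, 599 and 883. The values analysed are the authors' normalized values, on a VST scale that is close to a log2 scale for bright probes and flatter for dim ones, so that differences between strains are given on that scale and not as folds. After sorting, the values of the 24 arrays were equal within 0.002, which is what quantile normalization gives, while the paper names robust spline normalization. Of 25697 probes, the normalized table holds those with a detection p under 0.05 on at least 7 arrays. Probes were tested here when they were detected on all 12 arrays of at least 1 strain, which left 11072 probes. The test and the adjustment were those of the Affymetrix arrays, without a term for sex. The removal of probes that span a SNP was not repeated here, since positions of probes were not used. The paper's text does not name which arrays came from the mice that were also sequenced, so these were not separated.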

The Illumina array data were analyzed with the lumi Bioconductor package within R [36]. The data were transformed using the variance stabilization transformation (VST) [37] and normalized using the robust spline normalization (RSN) [36]. The threshold for a probe to detect expression as ‘present’ was set at p<0.05 as determined by lumi. Probes were excluded from our analyses if they did not map perfectly to a single genomic location on the NCBI m37 assembly of the mouse genome. Similar to the methods for Affymetrix, we used Ensembl mappings of Illumina probes for comparisons across platforms, so probes were excluded if they did not map to an Ensembl Gene ID (Build 59). If a probe spanned one or more SNPs based upon Sanger Mouse Genomes sequencing [14], it was removed. Differential expression p-values were FDR adjusted using the q-value Bioconductor package [35]. Fold changes were computed using reversed VST transformations averaged for each strain.

## Results

### RNA-Seq

We generated single end RNA-Seq reads from 10 B6 and 11 D2 mice (21 lanes on three Illumina GAIIx flowcells). A high level summary of the reads for each sample is presented in **Table S1**, including total reads and uniquely mapped reads. To facilitate summarization of the RNA-Seq data relative to known gene annotations, we began by assembling a gene-level representation based upon Ensembl build 59 exon annotations as described in the Methods. This yielded summarized read counts for 36,229 genes annotated by Ensembl 59. 12,632 of these genes had no reads across all lanes and were not considered further. Another 7,414 genes had no reads for at least one B6 and one D2 sample and were considered to be unreliable. As can be seen in **Fig S1**, those genes removed tended to have very low read counts compared to the remaining genes. Our subsequent analyses focused on the remaining 16,183 genes.

Although the distribution of read counts was variable between lanes and flowcells, these differences could be normalized using an upper quartile scaling procedure [19] (**Fig. 1**) without resorting to a more extreme normalization procedure such as quantile normalization [19], [38]. Further, the upper quartile scaling (**Fig. 1**) resulted in homogenous distributions compared to those based solely on scaling by total read counts similar to the RPKM measure [15] (**Fig S2**).

**Figure 1:**
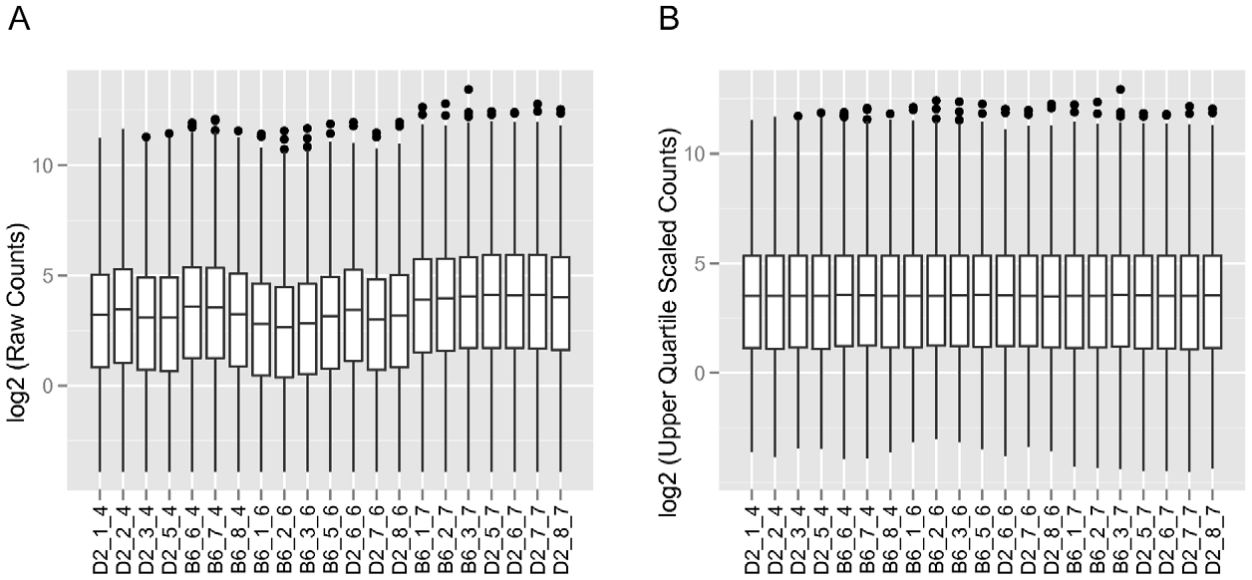
Distribution of read counts per gene per lane/flowcell. Shown in A) is the distribution of non-normalized counts per gene. The counts, however, were divided by a constant defined here as the mean of the total unique read counts in megabases (MB). This was done to facilitate comparison of the boxplots. For B), the count values were normalized by the upper quartile corrected total counts in MB. The upper quartile correction values were computed using edgeR [42]. Additionally both plots are shown on the log2 scale. Also note that the X-axis is labeled in the form strain_lane_flowcell.

In our hands, the single factor Poisson model coupled with a likelihood ratio test proposed previously [19], produced results that tended to be anti-conservative. The simplest explanation would be that there was more variability across our biological replicates than could be accounted for with a fixed dispersion Poisson model, the possibility of which has been noted before [18], [19]. Other generalized linear models could be used to account for over dispersion, such as one of a Poisson family fit with quasi-likelihood [39] or one of the negative binomial family [40]. However, because of the relative simplicity of our design, we decided to utilize an exact test [41] for the negative binomial distribution as implemented in the edgeR Bioconductor package [42].

After estimating the common dispersion parameter and applying the exact test, a false discovery rate (FDR) controlling [35] procedure was applied. We found 1,727 genes that were differentially expressed (DE) (q-value<0.01) with 958 of these being more highly expressed in B6 relative to D2 and 769 more lowly expressed in B6 relative to D2 (log2 fold change B6/D2>0 or <0, respectively). Presented in **Dataset S1** (with an accompanying description in **Text S1**) are the genes, their fold change, a measure of average read count and a flag indicating especially lowly expressed (low read count) genes. An examination of the distribution of total union exon lengths classified by whether or not the gene was determined to be differentially expressed showed that there did not seem to be appreciable gene length bias contrary to what had been seen previously [19], [43]. Examination of the counts of DE genes for each quartile of gene length also did not show any gene length bias (**Fig S3**). In contrast, if we examine the same plots generated for the single factor Poisson model incorporating the upper quartile scaling procedure read count adjustments in the offset, we see evidence that longer gene regions tend to be biased toward differential expression (**Fig S4**) indicating that choice of statistical model may be an important factor regarding the influence of gene length on differential expression.

In addition to gene length, we assessed the potential impact of genome structure on our results. As documented in Walter et al. [13], microarray analyses can detect false negative or false positive differential expression due to differences in hybridization efficiencies resulting from allelic sequence variation. A similar phenomenon could occur in RNA-Seq because of the heuristics applied to speed up realignment algorithms. For instance a combination of SNPs and base calling errors could cause a read to map erroneously or not map at all potentially causing strain-specific biases in differentially expressed genes. To address this concern we computed the number of SNPs per kilobase of the union exons for each of the 16,183 genes and assessed differential expression for evidence of directional bias. As is shown in **Fig S5** the distribution of the D2>B6 differential expression calls is shifted downward relative to the B6>D2 calls in terms of the density of known SNPs present, although the distributions largely overlap. To further address this issue we synthesized a D2 reference sequence to which we realigned the D2 reads. We found that there was a small increase in the number of uniquely mapping reads (less than 0.2% increase in reads for each D2 sample) and minimal increase in multi-mapping reads (less than 0.1% for each D2 sample). Further, after summarization, normalization, and application of the edgeR procedure, we found that 934 (97.5%) of the 958 genes originally identified as DE with B6>D2 remained DE, but status changed for the remaining 24 genes, which were no longer detected as DE indicating that they initially may have been false positives. Status also changed for 36 genes originally showing no DE; with the realigned reads, these were detected as DE with D2>B6, indicating that allele bias may have lead to false negative results. Finally, status changed for 5 genes originally detected as DE D2>B6, which were not found to be differentially expressed. Overall the number of putative false positive and false negative differential expression calls was minimal relative to the 1,727 differentially expressed genes found by RNA-Seq. The genes that changed status are indicated in **Dataset S1**.

### Microarray

The Affymetrix MOE 430 2.0 microarray contains 45,037 probesets interrogating 18,461 genes annotated in Ensembl [27], and the Illumina Mouse MouseRef-8 v2.0 microarray has 25,697 probes interrogating 16,948 genes. 

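Some genes that mark striatal neurons gave bright signals in both strains on at least 1 of the 2 arrays. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32, had log2 RMA values of 11.62 ± 0.33 (SD, n = 10) in B6 and 11.57 ± 0.20 (SD, n = 10) in D2 on the Affymetrix arrays. Pde1b, a phosphodiesterase of medium spiny neurons, had values of 12.13 ± 0.26 (SD, n = 10) and 11.99 ± 0.17 (SD, n = 10), and Tac1, the precursor of substance P in direct-pathway neurons, had 12.15 ± 0.20 (SD, n = 10) and 12.04 ± 0.21 (SD, n = 10). On the Illumina arrays, the dopamine receptor Drd1 had VST values of 12.67 ± 0.30 (SD, n = 12) in B6 and 12.64 ± 0.27 (SD, n = 12) in D2, and Rgs9, a regulator of G protein signalling, had 14.52 ± 0.32 (SD, n = 12) and 14.38 ± 0.27 (SD, n = 12). None of these differences between strains passed the threshold, with adjusted p of 0.848 for Ppp1r1b, 0.373 for Pde1b, 0.446 for Tac1, 0.847 for Drd1 and 0.446 for Rgs9 from limma, and these 5 genes and the array shown for each were chosen after their values were seen. On the other array Rgs9 had values of 8.00 in B6 and 8.48 in D2 (adjusted p = 0.0231) and Ppp1r1b 10.43 and 10.17. In the annotation used here, 34945 of the 45037 Affymetrix probesets other than controls carry a single gene symbol, which gives 18193 genes, 932 carry several symbols and 9160 carry none. The probesets kept by the filter on mean value represent 10778 genes, and the Illumina probes kept by detection represent 7990 genes. The Illumina probes of the normalized table, 13347 with a gene symbol and 838 without, represent 9807 genes.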

After analyzing each microarray experiment as described in the Methods, the Affymetrix microarray detected 10,663 genes with expression above background in the striatum, and the Illumina microarray detected 9,521 genes. Next we assessed differential expression on each microarray platform as indicated in the Methods. The Affymetrix and Illumina microarray analyses identified 1,652 and 869 differentially expressed genes (q<0.01), respectively. 

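Strain differences on the Affymetrix arrays reached from RNA-binding proteins to ion channels, receptors and complement genes. Of 10778 genes tested, 1344 (12.5%) were called, 660 higher in B6 and 684 higher in D2. The balance depends on scaling: of the called probesets 48.5% were higher in B6, against 55.3% with quantile normalization added and 56.8% with each array centred on its median. The largest difference with B6 higher was that of Tia1, an RNA-binding protein of stress granules, with log2 values of 9.01 ± 0.35 (SD, n = 10) in B6 and 4.75 ± 0.16 (SD, n = 10) in D2, a difference of 4.26 (standard error 0.116, adjusted p = 1.39e-16). The largest with D2 higher was that of Cap1, a regulator of actin filaments, with 7.58 ± 1.10 (SD, n = 10) in B6 and 11.43 ± 0.08 (SD, n = 10) in D2, a difference of −3.84 (standard error 0.313, adjusted p = 7.95e-09). Among the other genes with large differences, B6 was higher for Snhg14, a noncoding host of small nucleolar RNAs (4.15), Tmem267 (4.11), the potassium channel subunit Kcnq5 (3.42), the neuronal transcription factor Sox11 (3.31), and Pttg1, the securin that inhibits separase (2.92, adjusted p = 6.63e-16). D2 was higher for Pnpt1, a ribonuclease of mitochondria (−2.93), Tmem87a (−2.55), the class I MHC gene H2-D1 (−2.55), the G protein-gated potassium channel subunit Kcnj9 (−2.34, adjusted p = 1.82e-08) and Pam, the enzyme that amidates neuropeptides (−1.98). For 454 of the called genes the arrays of the strains did not overlap, which chance gives for 0.00108% of genes, and 372 differed by at least 1.5-fold and 134 by at least 2-fold. The median size of the difference among called genes was 0.39 on the log2 scale.

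**Figure D1:**
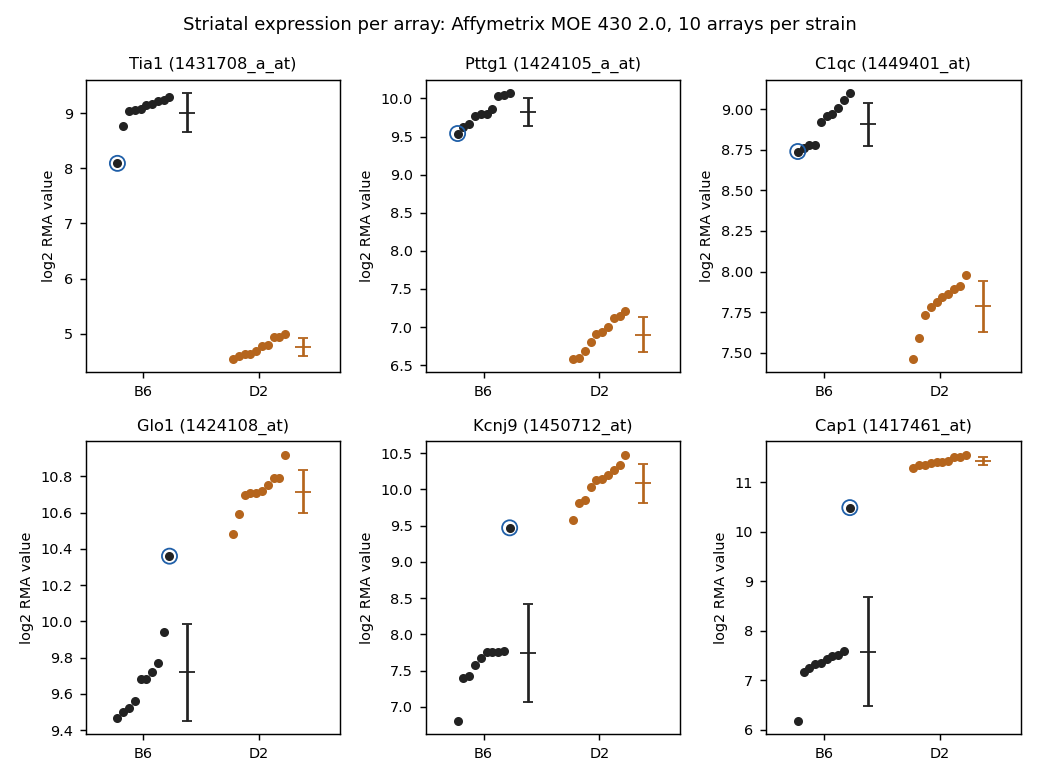
Log2 RMA value (y axis) of 6 genes on each Affymetrix array, with B6 in black and D2 in brown, 10 arrays per strain; horizontal marks and bars are the mean and SD, and the blue ring marks the array labelled B6 female 64. Tia1, Pttg1 and C1qc are higher in B6 and Glo1, Kcnj9 and Cap1 higher in D2 on every array, and the ringed array has a Cap1 value of 10.49.

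Among gene lists, 6 were called by camera at an adjusted p under 0.05, at a preset correlation of 0.01 between genes. Of 11 microglial genes, 5 were higher in B6 and none was lower (7 called when adjusted over the list alone), with a median difference of 0.23 (adjusted p = 1.96e-04; adjusted p = 0.315 with an estimated correlation). They include C1qc (1.12, adjusted p = 4.11e-11) and C1qb (0.89), which encode chains of the complement protein C1q, and Fcer1g (0.26), a signalling chain of immune receptors. Of 17 genes known or often studied for differences between these strains, 2 were higher in B6 and 8 in D2 (11 called when adjusted over the list alone), with a median of −0.26 (adjusted p = 0.00106; adjusted p = 0.315 with an estimated correlation). D2 was higher for Alad, an enzyme of heme synthesis (−1.32), the GABA-A receptor subunit Gabra2 (−1.19) and the methylglyoxal-detoxifying enzyme Glo1 (−0.996, adjusted p = 3.37e-08), while Mpdz, a scaffold protein, was higher in B6 (0.44). Of 22 genes of medium spiny neurons, 4 were higher in B6 and none was lower (5 called when adjusted over the list alone, median 0.13, adjusted p = 0.00106, and adjusted p = 0.932 with an estimated correlation), among them the GTPase Rasd2 (1.35), the transcription factor Bcl11b (adjusted p = 9.44e-07) and the sodium channel subunit Scn4b (1.11). In the lists of indirect-pathway neurons (5 measured, median 0.26, adjusted p = 0.0269), blood vessels (12 measured, median 0.17, adjusted p = 0.0269) and dopamine signalling (15 measured, median 0.11, adjusted p = 0.0319, a call lost with quantile normalization added, adjusted p = 0.0814), 1 gene each was called, higher in B6: Plxdc1 (0.26), the mural cell receptor Pdgfrb (0.35) and Th, which encodes tyrosine hydroxylase (0.27). With an estimated correlation these lists had adjusted p = 0.315, adjusted p = 0.932 and adjusted p = 0.932, and adjusted over the list alone the counts of called genes were 1, 1 and 0. The calls of Plxdc1 and Th were lost when single arrays were left out, with adjusted p of up to 0.0152 and 0.0188. Without the array labelled B6 female 64, 4 microglial genes were higher in B6 and 1 in D2.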

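On the Illumina arrays, genes of microglia and of oligodendrocytes were among those higher in B6, beside large differences at genes of many other functions. Of 7990 genes tested, 925 (11.6%) were called, 498 higher in B6 and 427 higher in D2. Abhd16a (ILMN_2731523), a lipase of phosphatidylserine, had VST values of 12.28 ± 0.17 (SD, n = 12) in B6 and 9.00 ± 0.08 (SD, n = 12) in D2, a difference of 3.28 (standard error 0.0547, adjusted p = 7.40e-25). Slc7a14 (ILMN_2719361), of the family of cationic amino acid transporters, had 9.30 ± 0.09 (SD, n = 12) in B6 and 12.24 ± 0.21 (SD, n = 12) in D2, a difference of −2.94 (standard error 0.0652, adjusted p = 2.46e-22). B6 was also higher for the proteasome subunit Psmb6 (2.99), Zfp330 (2.65), Rusc2 (2.52), Thumpd1 (2.31) and Msmo1, an enzyme of sterol synthesis (2.07). Zfp330 and Thumpd1 were each detected on 1 of 12 D2 arrays, so their D2 values are close to background. On the Affymetrix arrays no difference was called for Abhd16a (−0.12, adjusted p = 0.0928), Slc7a14 (−0.10, adjusted p = 0.237), Rusc2 (0.03, adjusted p = 0.747) or Msmo1 (−0.07, adjusted p = 0.528). Illumina probes that span a SNP were not removed here, so hybridization and expression differences cannot be told apart at these probes. Among Illumina values, D2 was higher for Ssbp4 (−1.40), Tmem87a (−1.35), the G protein subunit Gnb4 (−1.33), the protease inhibitor Serpina3n (−1.16), Alad (−1.10) and Glo1 (−0.97, adjusted p = 1.71e-11). The values of the strains did not overlap at 284 of the called genes, which chance gives for 7.4e-05% of genes.

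**Figure D2:**
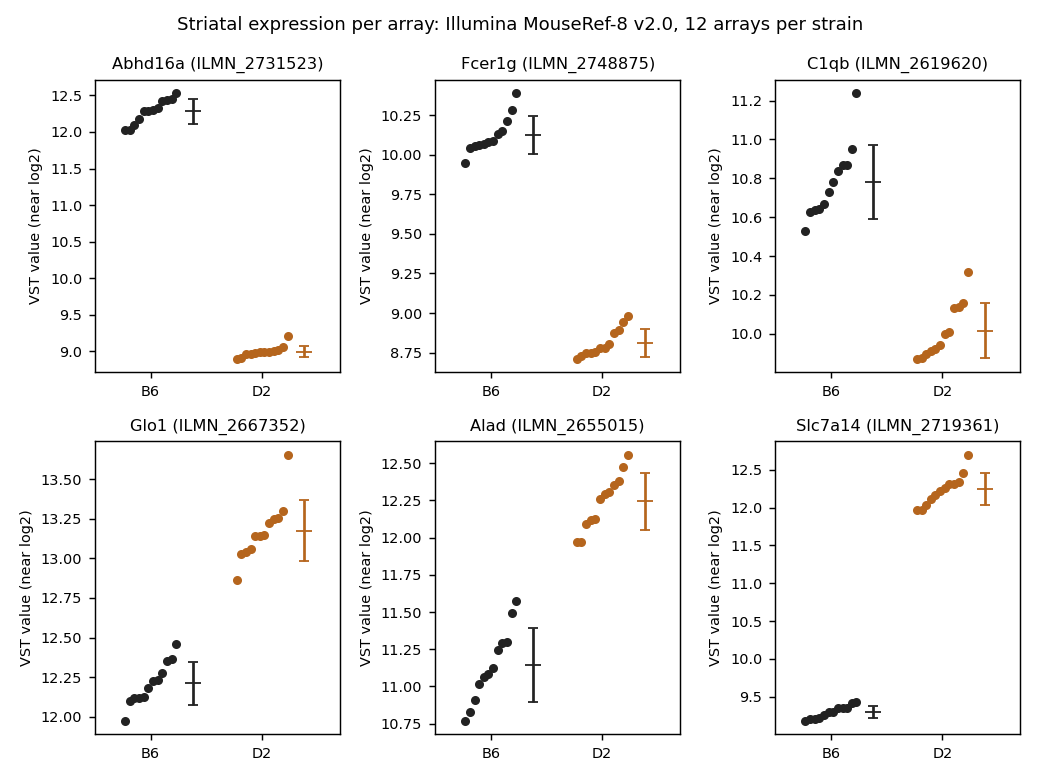
VST value (y axis, near log2 for bright probes) of 6 genes on each Illumina array, with B6 in black and D2 in brown, 12 arrays per strain; horizontal marks and bars are the mean and SD. Abhd16a, Fcer1g and C1qb are higher in B6 and Glo1, Alad and Slc7a14 higher in D2, with no overlap between the strains.

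Among gene lists, 3 were called by camera. Of 10 oligodendrocyte genes, 7 were higher in B6 and none was lower (9 called when adjusted over the list alone), with a median difference of 0.45 (adjusted p = 2.17e-06; adjusted p = 0.117 with an estimated correlation). They include the myelin genes Mobp (0.84, adjusted p = 2.92e-07), Mal (0.66), Opalin (0.60, adjusted p = 8.23e-08) and Cnp (0.51). Of 10 microglial genes, 5 were higher in B6 and none was lower (5 when adjusted over the list alone), with a median of 0.15 (adjusted p = 1.51e-05; adjusted p = 0.00117 with an estimated correlation). Fcer1g was detected on 12 of 12 B6 arrays and on 0 of 12 D2 arrays, so its difference (1.32, adjusted p = 5.98e-18) is measured against background. On the Affymetrix arrays its difference was 0.26, and Illumina probes that span a SNP were not removed here. C1qb (0.77), C1qc (0.58) and Tyrobp (0.19) were also higher in B6. Of 4 genes of indirect-pathway neurons, 2 were higher in B6 (3 when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.0394; adjusted p = 0.281 with an estimated correlation; adjusted p = 0.103 without the 4 dimmest D2 arrays, a fit chosen after the result was seen), among them Plxdc1 (0.35). The other was the dopamine receptor Drd2 (0.40), whose call was lost when single arrays were left out (adjusted p of up to 0.0178). Of 18 genes of medium spiny neurons, 4 were higher in B6 and none was lower (5 when adjusted over the list alone, median 0.12, adjusted p = 0.078), among them Bcl11b (0.57) and Scn4b (0.51). Averaged over the list, microglial genes stood at 10.28 ± 0.04 (SD, n = 12) in B6 and 9.96 ± 0.04 (SD, n = 12) in D2, and at 8.60 ± 0.09 (SD, n = 10) and 8.32 ± 0.08 (SD, n = 10) on the Affymetrix arrays, without overlap between the strains on either array (2-sided permutation test, p = 1e-05, the smallest p of 100000 permutations). Oligodendrocyte genes stood at 12.68 ± 0.12 (SD, n = 12) in B6 and 12.24 ± 0.14 (SD, n = 12) in D2 (same test, p = 1e-05), and at 10.70 ± 0.24 (SD, n = 10) and 10.56 ± 0.37 (SD, n = 10) on the Affymetrix arrays (p = 0.351), where 1 of 12 oligodendrocyte genes was called, Mobp (0.47), and the list was not (adjusted p = 0.231). The permutation test was run only on lists that camera had called on at least 1 array. It uses the same values and is not independent evidence for those calls.

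**Figure D3:**
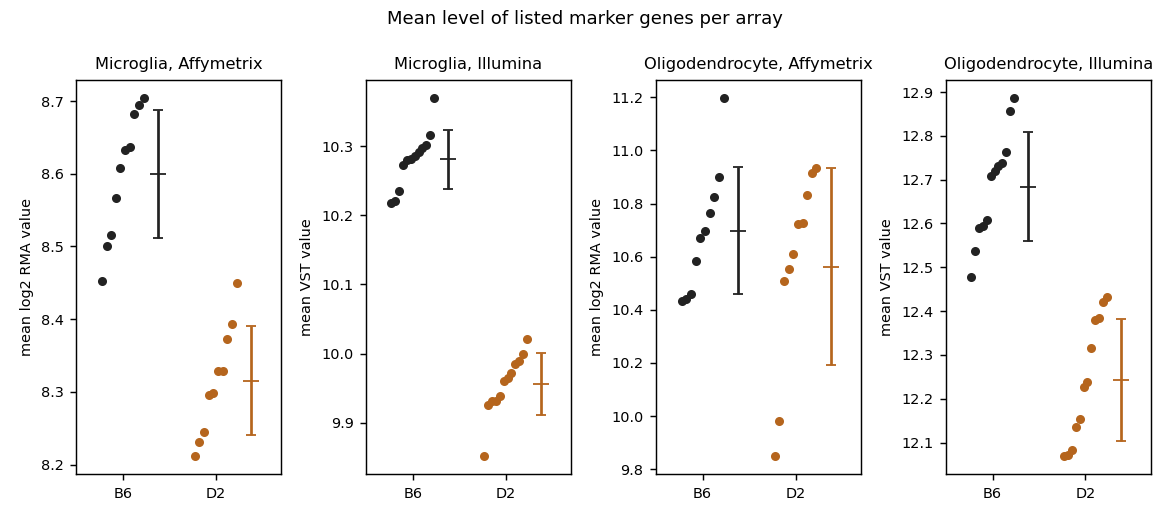
Mean value of the listed microglial and oligodendrocyte genes on each array (y axis, log2 RMA or VST value), with B6 in black and D2 in brown, 10 Affymetrix and 12 Illumina arrays per strain; horizontal marks and bars are the mean and SD. The strains do not overlap for microglial genes on either array or for oligodendrocyte genes on the Illumina arrays.

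Among called probes, 594 were higher in B6 and 488 in D2, a split that moved to 85.4% higher in B6 when logarithms of the signals were centred on each array's median in place of the authors' normalization, which shifts the median difference of all probes by 0.20.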

Inherent to the microarray platforms, there are often multiple probesets or probes mapping to the same gene. Differential expression and direction of fold change when one or more probesets or probes exist on each microarray are summarized in **Table S2** and complete details are presented in **Datasets S2** and **S3** (both described in **Text S1**). 

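Genes with several called probesets or probes, such as Prdx2 and Pdxdc1, did not always differ in 1 direction. On the Affymetrix arrays, 4071 genes have several tested probesets and 684 of these were called. For 101 of them all probesets were called in the same direction, for 536 some were called and those shared a direction, for 26 all were called and the directions differed, and for 21 some were called and the directions differed. Many of the 536 have a single called probeset, which has no other to differ from, and among the 215 genes with at least 2 called probesets the directions differed for 47 (21.9%). The other 660 called genes have 1 tested probeset. Prdx2, an antioxidant peroxiredoxin, had log2 values of 9.23 ± 0.17 (SD, n = 10) in B6 and 7.11 ± 0.09 (SD, n = 10) in D2 at its leading probeset (adjusted p = 3.39e-16 from limma), and Sc5d, an enzyme of cholesterol synthesis, was higher in B6 by 1.93 and 0.47 at 2 of its 3 tested probesets. For the Illumina probes, 1894 genes have several tested and 281 of these were called. All probes were called in the same direction for 43 genes and in differing directions for 12, and some probes were called in the same direction for 225 genes and in differing directions for 1. Among the 79 genes with at least 2 called probes the directions differed for 13 (16.5%), and 644 called genes have 1 tested probe. Genes with several probesets made up 50.9% of the genes called on the Affymetrix arrays, and genes with several probes 30.4% of those called on the Illumina arrays.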

For comparing DE across platforms, we used the microarray probeset or probe with the best q-value. 

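Most genes called on both arrays differed in the same direction. Across the 6758 genes tested on both arrays, 363 were called on both, 160 of them higher in B6 on both and 159 higher in D2 on both. The complement gene C1qc, the enzymes Alad and Glo1, and Tmem87a are among these, as is Nudt19, a peroxisomal hydrolase of coenzyme A, with B6 higher by 1.78 on the Affymetrix and by 1.38 on the Illumina arrays. In all, 319 of the 363 genes (87.9%, exact 95% confidence interval 84.1 to 91.1) differed in the same direction and 44 in opposite directions. Opposite directions were seen for Thumpd1 (−0.29 on the Affymetrix and 2.31 on the Illumina arrays) and for Tia1, whose Illumina probe had a difference of −0.19. That difference became 0.03 when the Illumina signals were centred on each array's median, which shifts the median difference of all probes by 0.20. The Illumina call of Tia1 (adjusted p = 0.00991) was lost when single arrays were left out (adjusted p of up to 0.0201). Ctsc, a lysosomal protease, also differed in direction, at −0.67 and 0.93, and its Affymetrix call was lost when single arrays were left out (adjusted p of up to 0.0184) and with quantile normalization added (adjusted p = 0.0123). The Illumina probes of Ctsc and Thumpd1 were each detected on 1 of 12 D2 arrays, so their Illumina differences are measured against values close to background. Lypd1, a regulator of nicotinic receptors, had 1.38 and −0.94, and Tenm4, a teneurin of the cell surface, had 0.49 and −0.95, both chosen after their values were seen, with strains that did not overlap on either array.

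**Figure D4:**
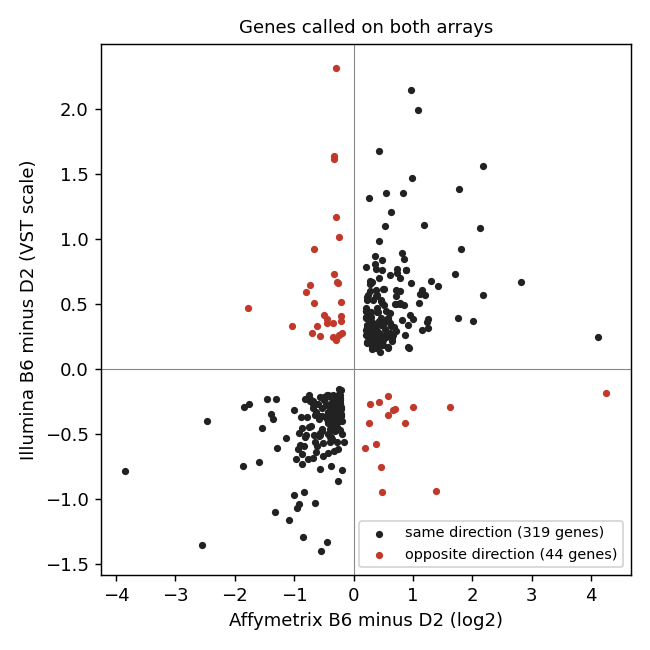
Strain difference, B6 minus D2, of each gene called on both arrays, on the Affymetrix arrays (x axis, log2) and on the Illumina arrays (y axis, VST scale). Black points are the 319 genes with the same direction and red points the 44 genes with opposite directions.

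Calls that were independent between the arrays would share 96.6 genes (odds ratio 10.1, 95% confidence interval 8.52 to 12.0, Fisher's exact p = 2.83e-148, 2-sided). The shared genes are 42.6% of the 852 genes called on the Affymetrix arrays and 47.4% of the 766 called on the Illumina arrays among those tested on both. A further 489 genes were called on the Affymetrix arrays alone, of which 350 (71.6%) had the same sign on the Illumina arrays, and 403 on the Illumina arrays alone, of which 284 (70.5%) had the same sign on the Affymetrix arrays. Across the genes called on both, Pearson's r between the differences was 0.55 and Spearman's rho 0.64, and across all genes tested on both r was 0.34. Genes are not independent replicates, so these values describe the overlap and carry no p across mice. With male mice alone on the Affymetrix arrays, 185 genes were called on both.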

Presented in **Datasets S2** and **S3** are the probesets and probes, their fold change, and complete annotation details.

### Comparison of RNA-seq and microarray results

First, we compared the overlap of genes detected by each of the three platforms. 7,211 genes are common to all three platforms (**Fig. 2**). There are 202 genes unique to Affymetrix microarray, 529 unique to Illumina microarray, and 4,179 genes detected only by RNA-Seq (**Fig. 2**). The majority of these genes are protein coding, although each platform does detect some in other Ensembl gene categories as well, as annotated in the **Datasets (S1, S2, S3)**.

**Figure 2:**
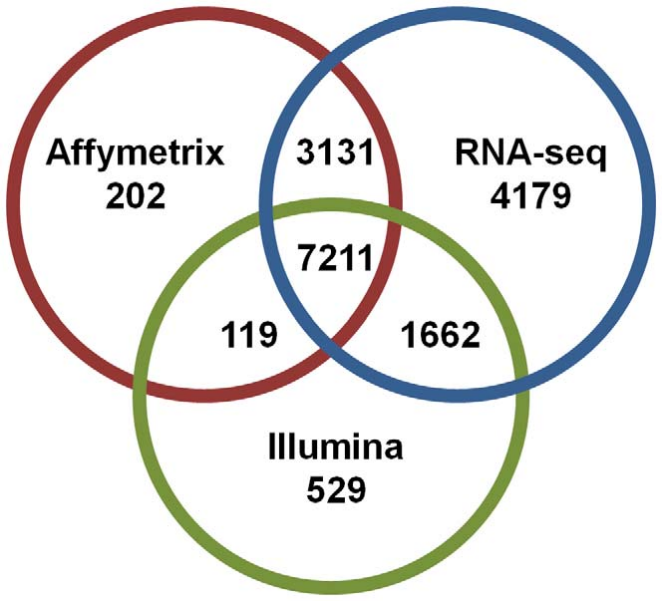
Platform overlap of detection of mouse genes expressed in striatum. For RNA-Seq: the genes that pass filters for detection when RNA-Seq data are aligned to all genes annotated in Ensembl. For microarray: the genes detected as present with at least one probeset (Affymetrix) or probe (Illumina) after filtering.

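Genes of striatal function such as Drd2, Bcl11b and Scn4b were kept on both arrays, while several genes with large strain differences were kept on a single array. Pttg1 and Rpgrip1, a ciliary protein of photoreceptors, were kept on the Affymetrix arrays only, the latter with log2 values of 9.62 ± 0.19 (SD, n = 10) in B6 and 6.84 ± 0.30 (SD, n = 10) in D2 (adjusted p = 2.17e-14 from limma). Stab2, a scavenger receptor for hyaluronan, was also kept on the Affymetrix arrays only, with 5.20 ± 1.03 (SD, n = 10) in B6 and 8.46 ± 0.43 (SD, n = 10) in D2 (difference −3.26, adjusted p = 1.74e-07). Zfp330, a zinc finger protein, was kept on the Illumina arrays only, with VST values of 11.53 ± 0.14 (SD, n = 12) in B6 and 8.88 ± 0.08 (SD, n = 12) in D2 (adjusted p = 4.45e-24). It was detected on 1 of 12 D2 arrays, so its D2 mean is close to background. Of 12010 genes kept on either array, 6758 were kept on both, 4020 on the Affymetrix arrays only and 1232 on the Illumina arrays only. Among the genes kept on the Illumina arrays only, 245 have no Affymetrix probeset of their own in the annotation and 987 have a probeset that the filter on mean value or the missing values left out. Without that filter, a setting chosen after the values were seen, 17242 genes in place of 10778 would be kept on the Affymetrix arrays.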

Next we compared the differential expression across platforms. RNA-Seq detected a total of 1,727 DE genes. The largest subset (591 genes) of the RNA-Seq DE genes were only detected as expressed in the RNA-Seq analyses, so evidence for their DE is also exclusive to the RNA-Seq data. 369 and 212 of the genes differentially expressed by RNA-Seq were detected as expressed using the Affymetrix and Illumina microarrays, but only 51% and 31% of these genes were DE in these microarray analyses, respectively. **Figure 3** summarizes the final subset of 555 RNA-Seq DE genes that are also detected as present on both microarrays by at least one probeset or probe. 222 of these genes were DE based on RNA-Seq, while both microarray platforms detected the genes as ‘present’ but did not detect DE. This suggests that differential expression may not extend across the 3′UTR, which is preferentially interrogated by the microarrays. 144 of these genes were DE using all three platforms, indicating high confidence differential expression likely across the entire gene.

**Figure 3:**
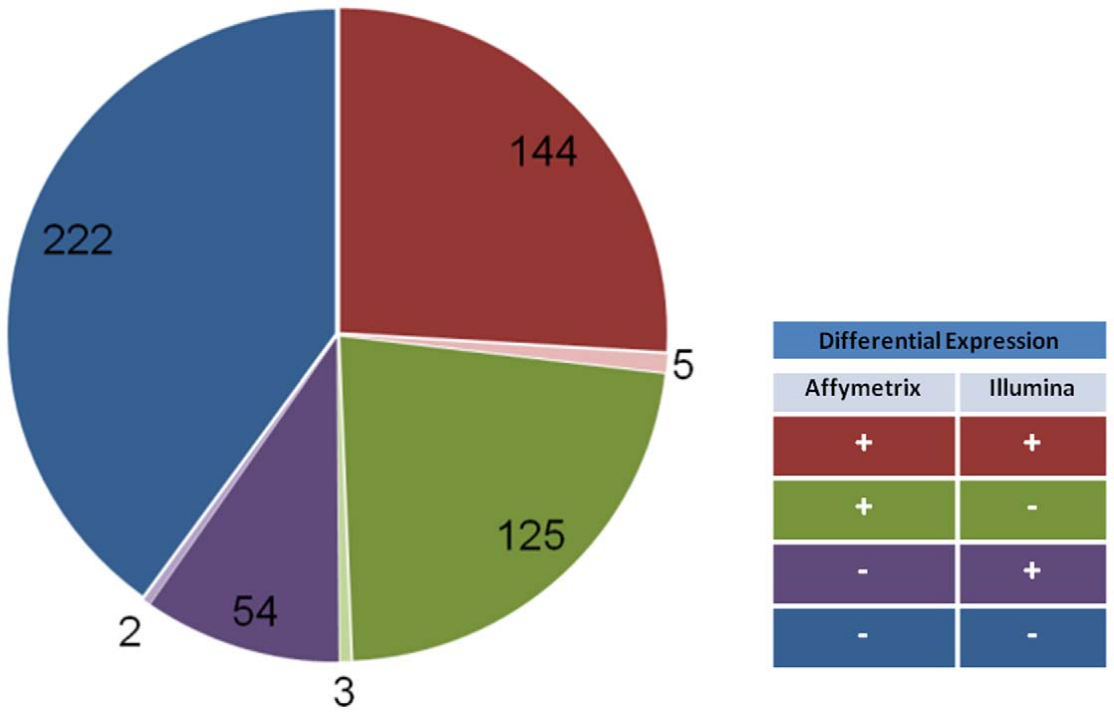
Platform overlap of differential expression (DE) detected by RNA-Seq. Of the 1524 genes DE by RNA-Seq data, 555 are also *detected* on Affymetrix MOE 430 2.0 and Illumina MouseRef-8 v2.0. When queried on all three platforms, 144 show DE on all three platforms (5 show DE on all three platforms, but do not agree in direction of fold change) indicating genes that are likely uniformly DE across all exons. 125 and 54 are DE on Affymetrix and RNA-Seq or Illumina and RNA-Seq, respectively (with 3 and 2 disagreeing in direction of fold change, respectively). While detected on all three platforms, 222 only show DE on RNA-Seq.

Of the 555 that were compared (**Fig. 3**), only 13 were flagged as having a low read count. Further the mean average log transformed count was slightly greater in the 222 found only on RNA-Seq compared to those found differentially expressed in at least one of the array platforms (p = .015; two-tailed *t*-test) suggesting that many of the DE genes found only in the RNA-Seq analysis may indeed be true positives.

## Discussion

The present studies used a gene-level summarization approach, which has been shown to provide more reliable values than single base positions [44] or smaller intervals because of the non-uniformity observed between sequence positions that may be attributed to random hexamer priming [45]. In agreement with previous reports, we find that adjusting read count differences by the total read count seems to be inadequate, but an additional correction by the upper quartile of each lane provides a sufficient way to normalize the data [19]. We found little evidence of gene length bias using the edgeR package, though a relatively large effect was found using a Poisson model. We show that there is some potential for false positives and false negatives in comparisons of inbred mouse strains due solely to the presence of SNPs, though the effect on this comparison is not severe. We note that any bias that may exist will be a function of SNP density. For more complex and SNP dense mouse models, such as heterogenous stock [7], [46], SNPs may have a more serious impact on DE of some genes. We further note that insertions and deletions between the two strains, which we did not take into account, could potentially cause similar effects. The impact of genome structure on differential expression analysis will likely cease to be an issue for several inbred mouse strains upon release of the sequenced genomes of the common inbred strains being performed by Sanger [14], allowing each to be analyzed relative to its own reference sequence and transcript models.

RNA-Seq provided more genes that were “detected,” that is had reliable signal and were not impacted by SNP or annotation issues, than either the Illumina or Affymetrix microarray platforms. We recognize the difficulty in analytically describing a background level for RNA-Seq and for the future recommend additional experiments accurately measuring the abundance of mRNA from genes with a relatively wide range of counts in the model system of choice similar to what was done in earlier studies [15]. Despite platform differences, we found that in general, microarrays and RNA-Seq agreed relatively well based upon fold-change direction and significance values with 58% of the RNA-Seq DE genes that were interrogated on all platforms determined to be differentially expressed in the same direction at a false discovery rate of 0.01. The largest proportion of those genes that were found to be DE by RNA-Seq and at least one microarray platform were found to be DE on all three platforms. Interestingly the Affymetrix MOE430 2.0 tended to agree with the RNA-Seq data better than Illumina. Higher correlations between Affymetrix and sequencing data have been observed before in the context of the SAGE-like digital gene expression (DGE) [47].

The largest proportion of RNA-Seq DE genes interrogated by all three platforms was represented by those that were seen to be differentially expressed in RNA-Seq only. We found that these genes tended to have a greater average read count relative to those that agreed with at least one microarray platform, further indicating the utility of RNA-Seq over these two microarray platforms. The 144 genes that are differentially expressed in common with the two microarray technologies may represent instances of relatively homogenous expression across the annotated gene, as the probes from these two microarray platforms should tend to be biased towards the 3′UTR end of the gene. In this respect genes that only agreed with one platform in terms of differential expression or were only seen in RNA-Seq may represent differences in transcript isoform abundances. The variation in each of these categories illustrates an advantage of RNA-Seq compared to microarrays in that, in this case, RNA-Seq calculates DE across the entire gene rather than just at an individual probe(set) location within the gene. By some estimates there are, on average, approximately 2.5 alternative transcripts for each mouse gene [48]. With alternative splicing in the picture, probe location clearly impacts interpretation of microarray data.

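For some genes, different probesets of the same gene differed in opposite directions between B6 and D2. Pdxdc1, a decarboxylase-like protein, was higher in B6 by 2.82 (adjusted p = 1.42e-15) and 0.91 at 2 probesets and higher in D2 at another (−3.72, adjusted p = 3.07e-09), and its Illumina probes had differences of 0.67 and −0.36. Sox11 was higher in B6 at its leading probeset and at another (0.48) and higher in D2 at a further probeset (−1.22, adjusted p = 8.22e-09). Camk2n1, an inhibitor of calcium/calmodulin-dependent kinase II, was higher in B6 at its leading probeset and higher in D2 at another (−0.35, adjusted p = 8.24e-06), and the clock gene Per3 had differences of −1.12 and 0.82 at its called probesets. Another probeset of Tia1 had a difference of −0.28 (adjusted p = 0.00368). Among Illumina probes, Prdx2 had differences of 1.09, 0.68 and −0.54 at its 3 called probes. The astrocytic glutamate transporter Slc1a2 had −0.45, −0.28 and 0.18, the first call being lost with median-centred logarithms (adjusted p = 0.242). Each of these was called from limma, with 10 mice per strain on the Affymetrix and 12 on the Illumina arrays. In total 47 genes on the Affymetrix arrays and 13 on the Illumina arrays had called probesets or probes in both directions. The paper reasons that microarrays measure differential expression at an individual location within a gene, and that with alternative splicing the location of a probe affects how the data are read. It also describes hybridization artifacts caused by SNPs, and Illumina probes that span a SNP were not removed here. Positions of these probes within their transcripts were not compared here.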

Another potentially informative biological assessment of sensitivity across platforms could be done examining the Y-chromosome genes across the platforms. However, review of the Ensembl annotation utilized for the analysis in this study revealed only 20 genes annotated to be on the Y chromosome. Of these, if we examine the probes that passed our filters for SNPs, detection above background, and unique Ensembl mappings that were used in our analyses, this leaves only 7 probes on the Illumina array interrogating 5 genes on the Y chromosome and no probesets on the Affymetrix array. 

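Y chromosome genes were read clearly in male mice by some probes of both arrays. On the Illumina arrays, all from males, Eif2s3y, a translation initiation factor subunit, was detected on 24 of 24 arrays, with VST values of 11.46 ± 0.19 (SD, n = 12) in B6 and 11.49 ± 0.26 (SD, n = 12) in D2 (adjusted p = 0.855 from limma). The histone demethylase gene Kdm5d was detected on 23 arrays, with 9.62 ± 0.16 (SD, n = 12) and 9.49 ± 0.22 (SD, n = 12) (adjusted p = 0.240). Uty, a related demethylase, was detected on 10 of 12 B6 arrays and 8 of 12 D2 arrays, at 9.00 ± 0.06 (SD, n = 12) and 9.01 ± 0.12 (SD, n = 12), and did not pass the filter, which left 2 probes for 2 genes. On the Affymetrix arrays, 20 probesets are annotated to 9 Y chromosome genes, 13 of these have values and 0 were kept. Y chromosome genes lack signal in females, so that their means over both sexes are low, and a probeset of Eif2s3y had log2 values of 8.77 ± 0.16 (SD, n = 10) in males and 3.21 ± 0.12 (SD, n = 10) in females. The brightest probeset of Kdm5d had 7.43 ± 0.11 (SD, n = 10) in males and 3.47 ± 0.11 (SD, n = 10) in females, and that of Uty 6.32 ± 0.27 (SD, n = 10) and 3.15 ± 0.11 (SD, n = 10). For 8 of the 13 probesets every male array was above every female array.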

We do note that of the 5 genes detected by Illumina array, 4 of those were also detected by RNA-seq (the single exception was at the lowest acceptable signal level on the Illumina array). However, with so few annotated genes and such poor coverage on the arrays, assessments using this type of assay would not be informative at this time.

Additionally, many choices of experimental protocols currently exist for RNA-Seq, each with their own benefits and consequences for downstream analysis. For example to remove highly abundant rRNA molecules, either enrichment of poly-A containing sequences or depletion of the rRNAs has been used [49], [50]. For our RNA-Seq experiments we used a poly-A enrichment procedure as the current rRNA depletion strategies have been observed to be less efficient [50]. However it is possible that use of different selection procedures may impact the agreement with microarrays, which is an interesting topic for future research.

Although many methods for analyzing RNA-Seq data currently exist and more continue to be produced, the most basic and fundamental question that can be asked is whether a gene/transcript is differentially expressed between two groups. Gene level differential expression then forms the basis for further experiments directed at identifying and quantifying transcript isoforms between samples [44], [51] and *de novo* identification of unannotated expressed regions [15], [52]. Methods exist to infer alternative splicing and relative quantification of transcript isoforms [44], [51], and the generation of paired-end sequences should allow greater confidence in any novel alternative splicing events observed [53]. The use of this technology shall be pursued in the future to assess details of alternative splicing across mouse strains.

## Supporting Information

Figure S1 **Distrubution of counts from genes that were removed relative to those remaining.** The distribution of log2 mean read counts per gene categorized by whether the gene had a zero count in at least one lane for both the B6 and D2 strains (right) or either had no zero counts or zero counts in at least one lane for one of the strains (left).
(TIF)

Figure S2 **Distribution of genes scaled by the total count per lane.** Boxplots of the distribution of counts per gene scaled by the total unique read count (in megabases) for each lane.
(TIF)

Figure S3 **Relationship between gene length and gene significance for q-values computed by edgeR.** Shown in A) are the distribution of log2 gene lengths, in terms of union exon bases relative to whether that gene was determined to be differentially expressed at a q-value<.01 (DE) or not (Non DE). Shown in B) is the distribution of q-values for the gene lengths categorized by quartile of length.
(TIF)

Figure S4 **Relationship between gene length and gene significance for q-values computed using the single factor Poisson model.** Shown in A) are the distribution of log2 gene lengths, in terms of union exon bases relative to whether that gene was determined to be differentially expressed at a q-value<.01 (DE) or not (Non DE). Shown in B) is the distribution of q-values for the gene lengths categorized by quartile of length.
(TIF)

Figure S5 **Relationship between the number of SNPs per kilobase of gene length and gene differential expression direction.** The boxplot on the left (Not DE) is the distribution of SNPs per kilobase for non differentially expressed genes. The middle boxplot (DE B6>D2) shows the distribution for those genes that are both differentially expressed with the normalized count for B6 being higher than D2. Similarly the boxplot on the right shows the distribution for those genes that are differentially expressed with D2 showing a higher normalized read count than B6.
(TIF)

Table S1 **Summary of read mapping statistics.** Shown are the statistics in terms of reads for each lane of each flowcell (batch). The strain column references whether the sample was derived from the C57BL6/J (B6) or DBA2/J (D2) inbred strain of mouse. Total reads refers to the total number of generated reads for each lane. The remaining columns reference whether the read was uniquely placed to a location in the genome (Uniquely mapped), whether it mapped to more than one location (Multi-mapped) or whether it failed to map (Non-mapped). All realignments were performed using Bowtie [26].
(XLS)

Table S2 **Microarray data agreement within platform when one or more probesets or probes exist for a gene.** Numbers in table indicate number of genes. Differentially expressed (DE) at q<0.01; fold change (FC); probeset refers to both probeset for Affymetrix or probe for Illumina microarray; same direction of fold change means that the same strain showed higher gene expression; ‘some’ means at least one.
(XLS)

Text S1 Readme file for Datasets S1, S2, and S3 describing column headings.
(DOC)

Dataset S1 RNA-Seq results of all genes detected and comparisons to Affymetrix and Illumina microarray data.
(TXT)

Dataset S2 Microarray results of all probesets detected by Affymetrix MOE 430 2.0 array in B6 and D2 mouse striatum.

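Among the 1998 of 15814 probesets of this dataset that were at hand, the first 10 listed include Soga3, Pdxdc1 and Camk2n1. Soga3 had log2 values of 9.87 ± 0.18 (SD, n = 10) in B6 and 7.46 ± 0.09 (SD, n = 10) in D2, a difference of 2.41 (adjusted p = 8.04e-17 from limma), and Pdxdc1 had 8.56 ± 0.21 (SD, n = 10) and 5.74 ± 0.21 (SD, n = 10). Camk2n1 had 10.49 ± 0.28 (SD, n = 10) in B6 and 7.73 ± 0.16 (SD, n = 10) in D2 (adjusted p = 1.32e-14). These are differences of single probesets. On the Illumina arrays neither Camk2n1 (−0.14, adjusted p = 0.349) nor Soga3 (0.29, adjusted p = 0.0297) was called. The column Average_RMA of the dataset is the mean over all 20 arrays and equals the mean of the values analysed here within 0.0065 for each of the 1998 probesets. The direction of the paper's fold change was that of the difference here for 1998 of 1998 probesets, with a largest deviation of 0.06 between the log2 values. The filter on mean value kept 1713 of the 1998 probesets.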

(TXT)

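Among the 1957 of 12722 probes of Dataset S3 that were at hand, the first 10 listed include Zfp330, Thumpd1, Trim9 and Agpat5. Thumpd1 (ILMN_2722488), which takes part in the acetylation of transfer RNA, had VST values of 11.16 ± 0.15 (SD, n = 12) in B6 and 8.85 ± 0.08 (SD, n = 12) in D2 (adjusted p = 2.46e-22 from limma). It was detected on 1 of 12 D2 arrays, so its D2 mean is close to background. Trim9 (ILMN_2800380), a ubiquitin ligase of neurons, was detected on 12 B6 arrays and 0 D2 arrays. Its difference (0.89, adjusted p = 1.79e-16) is therefore measured against background. Agpat5 (ILMN_1250939), an enzyme of phospholipid synthesis, had 10.20 ± 0.10 (SD, n = 12) in B6 and 9.21 ± 0.12 (SD, n = 12) in D2 (adjusted p = 5.52e-15), and Znhit3 (ILMN_2914957) had 10.32 ± 0.15 (SD, n = 12) and 9.05 ± 0.12 (SD, n = 12) (adjusted p = 1.35e-15). On the Affymetrix arrays Znhit3 was not called (−0.03, adjusted p = 0.783) and Thumpd1 was called in the other direction (−0.29). Agpat5 had Affymetrix probesets called in both directions (0.43 and −0.44). The direction of the paper's fold change was that of the difference here for 1957 of 1957 probes. The filter on detection kept 1650 of them.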

Dataset S3 Microarray results of all probesets detected by Illumina MouseRef-8 v2.0 array in B6 and D2 mouse striatum.
(TXT)

# Supplementary material for: Evaluating Gene Expression in C57BL/6J and DBA/2J Mouse Striatum Using RNA-Seq and Microarrays
**Source:** PLoS One. 2011 Mar 24;6(3):e17820. doi: 10.1371/journal.pone.0017820
**Supplement:** Text S1 — Readme file for Datasets S1, S2, and S3 describing column headings.

README for Datasets S1, S2, and S3

Dataset_s1.txt

This file contains Illumina GAIIx RNA-Seq analyses.

n=10 striatum C57BL/6J males

n=11 straitum DBA/2J males

16,183 genes with read counts above background

Column headings and explanations:

Ensembl

Gene ID from Ensembl.org

Gene_Name

logConc

edgeR averaged across all 21 samples

p.value

Fold_Change

B6/D2: antilog (base 2) of average B6/average D2

q.value

FDR

DE

Differential Expression

1 q < 0.01

0 q > 0.01

Low_read_count

1 logConc < -20

0 logConc >= -20

D2_SNP_correction

1 DE B6 > D2 STD; non DE SNPCOR -- Upregulated in B6 in the original analysis but became non differentially expressed after D2 SNP correction.

2 DE D2 > B6 STD; non DE SNPCOR -- Upregulated in D2 in the original analysis but became non differentially expressed after D2 SNP correction.

3 In STD; Not in SNPCOR -- The gene that was in the original analysis but was excluded (because of zeros) from the second analysis.

4 No change -- No change in status between the original and D2 SNP corrected analyses.

5 non DE STD; DE B6 > D2 SNPCOR -- Non differentially expressed in the original but became upregulated in B6 after D2 SNP correction.

6 non DE STD; DE D2 > B6 SNPCOR -- Non differentially expressed in the original but became upregulated in D2 after D2 SNP correction.

Affymetrix_ProbeID

Affymetrix probeset with the lowest q value that was used in cross platform comparisons

flip_flop

If RNA-seq showed DE, then

1 Affymetrix and/or Illumina DE disagreed on direction of fold change

0 Affymetrix and/or Illumina DE confirmed direction of fold change

Affymetrix_Fold_Change

B6/D2: antilog (base 2) of the RMA values of average B6/average D2

Affymetrix_q.value

FDR

Illumina_Probe_ID

Illumina probe with the lowest q value that was used in cross platform comparisons

Illumina_Fold_Change

B6/D2: inverse VST values of average B6/average D2

Illumina_q.value

FDR

Biotype

Gene Biotype from Ensembl

Chr

Chromosome

Gene_start

basepairs

Gene_Description

from Ensembl

Dataset_S2.txt

This file contains Affymetrix MOE430 2.0 microarray analyses.

n=10 striatum C57BL/6J males and females

n=10 straitum DBA/2J males and females

This data has been sex-corrected. 

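The model with sex called few genes between females and males in the striatum. Xist, the RNA that silences an X chromosome in females, had log2 values of 10.13 ± 0.34 (SD, n = 10) in females and 3.68 ± 0.14 (SD, n = 10) in males (female minus male 6.45, adjusted p = 1.41e-20 from limma). It is the only probeset of the 5 called that was higher in females. The other 4 have no gene symbol in the annotation, and the largest of their differences had means of 3.40 ± 0.12 (SD, n = 10) in females and 9.96 ± 0.12 (SD, n = 10) in males (adjusted p = 1.05e-26). The X-linked gene Ddx3x, an RNA helicase, had a difference of 0.33 (adjusted p = 0.0916) and Kdm5c, a histone demethylase, 0.24 (adjusted p = 0.933), both chosen after their values were seen, and neither passed the threshold. An unadjusted p under 0.05 was reached by 729 of 19437 probesets (3.75%), and an adjusted p under 0.05 by 6. A term for strain by sex in limma called 0 probesets, with an unadjusted p under 0.05 at 347 (1.79%), and dependence on sex is not excluded by this, since the same test recovered 47.8% of simulated differences of 0.6 and 1.49% of those of 0.3. Fitted on mice of 1 sex, 616 probesets were called between the strains in females and 767 in males, 480 of them in each. Without the filter on mean value, 16 probesets were called between the sexes.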

See Methods in manuscript for details.

15,814 probesets that pass filters

Column headings and explanations:

Ensembl

Gene ID from Ensembl.org

Gene_Name

ProbeID

Affymetrix MOE430 2.0 Probe ID

Average_RMA

average RMA value across all 20 samples

p.value

p value of RMA

Fold_Change

B6/D2: antilog (base 2) of the RMA values of average B6/average D2

q.value

FDR

DE

Differential Expression

1 q < 0.01

0 q > 0.01

Probes_per_gene

Total number of Affymetrix probes that pass filters for each gene

Multiple_probes

For the 1945 probes that are differentially expressed (q<0.01), the following codes indicate results for the other probes for the same gene

1 All probesets for this gene are DE and all in same direction fold change (dir FC);

2 Only one probeset for this gene and it is DE;

3 All probesets for this gene are DE but flip flop dir FC;

4 Probesets for this gene DE and not DE;

5 Probesets for this gene DE but flip flop dir FC and at least one probeset not DE

Biotype

Gene Biotype from Ensembl

Chr

Chromosome

Gene_start

basepairs

Gene_Description

from Ensembl

Dataset_S3.txt

This file contains Illumina MouseRef-8 v2.0 microarray analyses.

n=12 striatum C57BL/6J males

n=12 straitum DBA/2J males

12,722 probes that pass filters

Column headings and explanations:

Ensembl

Gene ID from Ensembl.org

Gene_Name

Probe_ID

Illumina MouseRef-8 v2.0 Probe_ID

nuID

Average_lumi

average lumi value across all 24 samples

p.value

p value of lumi

Fold_Change

B6/D2: inverse VST values of average B6/average D2

q.value

FDR

DE

Differential Expression

1 means q < 0.01

0 means q > 0.01

Probes_per_gene

Total number of Illumina probes that pass filters for each gene

Multiple_probes

For the 943 probes that are differentially expressed (q<0.01), the following codes indicate results for other probes for the same gene

1 All probes for this gene are DE and all in same direction fold change (dir FC);

2 Only one probe for this gene and it is DE;

3 All probes for this gene are DE but flip flop dir FC;

4 Probes for this gene DE and not DE;

5 Probes for this gene DE but flip flop dir FC and at least one probeset not DE

Biotype

Gene Biotype from Ensembl

Chr

Chromosome

Gene_start

basepairs

Gene_Description

from Ensembl

How the deposited data were processed for this re-analysis (not part of the article)

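Striatal RNA of B6 and D2 mice was measured on Affymetrix arrays (20 mice, 5 of each strain and sex) and on Illumina arrays (24 male mice, 12 of each strain), with 1 array per mouse. The RNA-Seq libraries were not analysed here. The Affymetrix values are the authors' RMA values on a log2 scale, made from perfect-match probes after masking of probes with SNPs and of probes with several matches. The Illumina values are the authors' values on a VST scale, for which the paper names robust spline normalization, although their equal distribution on every array is that of quantile normalization, and the bead signal intensities, deposited by the authors as GenomeStudio averages per probe without background subtraction or normalization, were used with their detection p-values for filters and alternatives. The paper used MAS5 5.0 calls to exclude Affymetrix probesets, and these calls were not used here.

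Affymetrix probesets were kept in the upper 50% by mean value, and Illumina probes when detected at a p under 0.05 on every array of at least 1 strain. Differences between strains, B6 minus D2, were tested with lmFit and eBayes of limma 3.58.1 (statmod 1.5.0, R 4.3.3), with sex as a covariate on the Affymetrix arrays, and called at a Benjamini-Hochberg adjusted p under 0.01. Sex and the interaction of strain and sex were tested in the same way. A gene was represented by its probe with the lowest adjusted p. A probe without a gene symbol or with several was tested but not assigned to a gene.

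Gene lists of cell types and pathways were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on the probe with the highest mean of each gene, adjusted over the lists and called at an adjusted p under 0.05. Lists with fewer than 3 measured genes were not tested. The lists cover direct-pathway, indirect-pathway and all medium spiny neurons, cholinergic and GABA interneurons, astrocytes, oligodendrocytes and their precursors, microglia, blood vessels, choroid plexus, neighbouring brain regions, blood, immediate early, circadian, dopamine, neuropeptide, receptor and channel genes, MHC, interferon, detoxification, cholesterol, ribosomal and respiratory genes, genes known to differ between B6 and D2, and X-linked and Y-linked genes. Means over a list were compared with 2-sided permutation tests, for lists that camera had called on at least 1 array.

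The genes named are the 8 with the largest differences in each direction among called genes whose strains did not overlap, the first 10 of each supplementary dataset, whose values in the paper had been seen, up to 4 called members of each list, measured genes of the lists of known differences and of Y-linked genes, and the 6 with the lowest adjusted p for sex. Genes outside this rule are marked as chosen after their values were seen. The lists, the tests, the thresholds and most alternatives were set before the data were examined. Alternatives covered normalization, filters, covariates, single sexes, array weights, other variance models, the share of true nulls, thresholds, the choice of probe and leaving out each array in turn. The tests were also run on simulated data with the same groups: differences of 0.3, 0.6 and 1.2 were recovered at 43.3%, 92.5% and 98.5% of changed Affymetrix probesets and at 56.7%, 91.0% and 100% of changed Illumina probes, with 2 and 4 false calls. For strain by sex the recovery was 1.49%, 47.8% and 86.4%, and for sex 55.2%, 94.0% and 100%. A list raised by 0.3 was called in 20 of 20 runs on each array, and 1 of 540 and 6 of 540 other list tests were called. Simulated genes varied independently of each other, unlike genes of the real lists. These list results therefore do not give the rate of false list calls in the real data.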

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

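The standard error of the gap between male and female mice, the tests of the array labelled B6 female 64 against a swap and against noise, the test of Illumina differences of at least 1, and the fits without the 4 dimmest D2 arrays were chosen only after the result was seen.

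The array labelled B6 female 64 stood far from the other 4 B6 female arrays, on the first principal component (−0.62, others −20.8 to −19.1) and at 9 of 16 leading genes, with values of 8.09 for Tia1 (others 9.04 to 9.24), 7.44 for Kcnq5 (8.36 to 8.68), 7.11 for Ptprg (8.39 to 8.79), 6.45 for Bloc1s6 (5.20 to 5.42), 8.10 for Tmem87a (6.27 to 6.57), 7.86 for H2-D1 (5.70 to 6.2), 7.57 for Cuedc1 (5.83 to 6.14), 10.49 for Cap1 (7.18 to 7.49) and 9.47 for Kcnj9 (7.58 to 7.77). A swap with a D2 array needs a partner out of place. The highest median share of B6 signal (on antilog values) among the D2 arrays was 0.0343, but the 116 probesets were chosen to separate arrays by label, which keeps this share low. The first component argues against a swap, with D2 arrays at 13.6 to 21.9 and the other B6 arrays at −28.6 to −16.5. Noise would move probesets both ways, and 99.1% of the 116 probesets that separate the strains moved toward D2. RNA of both strains on this array may explain the values, since the median share was intermediate on 14 of 14 autosomes with enough probesets, from 0.41 to 0.64. Whether such RNA came from a hybrid mouse or from mixing was not tested, and the X chromosome, with 2 probesets at a median of 0.77, decides neither. No other biological explanation was tested.

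Of the Illumina calls, 54.9% (exact 95% confidence interval 51.9 to 57.9) were higher in B6. This share fell below 50% with probes detected on all 24 arrays (44.6%) and at an adjusted p under 0.05 (48.1%). It was 85.4% with median-centred logarithms, and 81.3% among 75 called probes with a difference of at least 1. Without the 4 dimmest D2 arrays the interval still began at 54.0%. The detection filter of that fit was still set on all 24 arrays, so it cannot decide whether dim arrays made the share. Probes that match B6 better than D2 could give such a share: among differences of at least 1, the share of B6-higher genes was 34.2 points higher where the Affymetrix arrays made no call (28 of 30 genes) than where they made the same call (13 of 22, Fisher's exact p = 0.00482, 2-sided). In another contrast, 191 Illumina calls with little Affymetrix difference were higher in B6 5.28 points more often than the 363 genes called on both arrays (p = 0.245), and for these probe match and biology cannot be told apart, as the intervals of the 2 shares overlap. Probe sequences were not aligned to either strain here.

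Oligodendrocyte genes were called higher in B6 on the Illumina arrays at the preset correlation, a call lost with an estimated correlation (adjusted p = 0.117), and were not called on the Affymetrix arrays. Dim D2 arrays are argued against, since the list's median difference without the 4 dimmest was 0.399, and for the Illumina arrays differences between single mice are argued against, though weakly, by an SD between arrays of 0.301 of the strain difference, a ratio that tends to be small where strains do not overlap, while on the Affymetrix arrays the SD was 2.31 times the difference. The use of male mice alone stays open: on the Affymetrix arrays the list's median difference in males minus that in females was −0.001, and the standard error of this gap, computed on list means, was 0.295. A difference in dissection between the strains, or in the white matter taken with the striatum, may remain and was not tested, nor was a difference between strains in myelin itself. Whether the strain difference itself differs between the arrays was not tested.

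Across 24 measures in 4 groups of 5 Affymetrix arrays, 20 of 96 tests had an array that stood apart, 10 of them with B6 female 64, and chance gives about 1 in 20. D2 female 73 lay at 13.6 on the first component (others 19.1 to 20.1) and had a Sox11 value of 6.7 (6.03 to 6.2). The choroid plexus list averaged 6.06 on D2 female 73 (others 8.34 to 9.02) and 6.14 on D2 male 76 (8.43 to 8.99). Ttr, a transthyretin made by choroid plexus, had 3.71 on D2 female 73 (13.7 to 13.9), 5.96 on D2 male 76 (13.7 to 13.9) and 8.89 on B6 female 61 (13.3 to 13.8). The list of thalamus, septum and hypothalamus averaged 9.28 on B6 male 67 (others 7.50 to 7.79), an array with a Cap1 value of 6.19 (7.35 to 7.59). Bloc1s6 had 7.77 on D2 male 77 (7.31 to 7.38).

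The paper used sex as a covariate and reports no genes that differ by sex. Female minus male differences were 6.45 for Xist and −6.56, −5.54, −4.85 and −1.43 for 4 probesets without a gene symbol. Probesets annotated to Y chromosome genes were all left out by the filter. For 8 of the 13 with values every male array was above every female array. Their male means were 8.77 and 6.01 for Eif2s3y, 7.43 and 5.13 for Kdm5d, and 6.15, 6.32, 4.71 and 5.74 for Uty.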

How the results depend on the processing

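The fits without the array labelled B6 female 64, without the 4 dimmest D2 arrays and leaving out each array for the sex and interaction calls, the counts of several-probe genes at an adjusted p under 0.05, and the counts of genes kept and of Y-linked probes without a filter were chosen only after the result was seen. At an adjusted p under 0.05, 3002 probesets and 2104 genes were called on the Affymetrix arrays and 1820 probes and 1553 genes on the Illumina arrays, 588 genes on both, and 85 and 21 genes had probes called in both directions, by the wider threshold itself. With fewer mice, 767 probesets (532 genes) were called in males and 616 (439 genes) in females, and 185 genes on both arrays with male mice alone on the Affymetrix arrays. Leaving out each array in turn gave 1686 to 2057 probesets and 1208 to 1482 genes on the Affymetrix arrays, the highest without B6 female 64, and 953 to 1124 probes and 808 to 962 genes on the Illumina arrays. A block on the replicate number of the Illumina arrays, whose numbers do not pair (correlations within number of −0.43 to 0.29), gave 789 probes and 677 genes. With differences of at least the log2 of 1.5 on both arrays, which for VST values is no fold, 52 genes were called on both and 92.3% shared a direction. With the probe of the highest mean, 266 genes were called on both arrays, and with neqc 353. Without a filter, 17242 genes were kept on the Affymetrix arrays, 13 Y-linked probesets were kept and 16 probesets were called between the sexes. With the filter, 5 to 6 were called between the sexes when single arrays were left out. The interaction of strain and sex gave 0 calls in limma under each setting run, with 347 probesets at an unadjusted p under 0.05. The share of Affymetrix calls higher in B6, 48.5%, was 44.5% at an adjusted p under 0.05, 45.6% without B6 female 64 and 55.3% with quantile normalization added. The Illumina share was 48.1% at an adjusted p under 0.05 and 85.4% with median-centred logarithms. With an estimated correlation camera called 0 lists on the Affymetrix arrays, where fry called 4. On the Illumina arrays fry called 5 lists and camera with an estimated correlation 1. Of 1007 values of 79 named Affymetrix genes, 934 kept their side of the threshold and their direction, 65 lost a call, 8 gained a call and 0 reversed. Of 1015 values of 74 named Illumina genes, 947 kept both, 55 lost a call, 11 gained a call and 2 reversed, Tia1 (0.028) and Uqcrc2 (0.043), both with median-centred logarithms. Their differences in the main fit were small (−0.19 and −0.23), and that setting shifts the median difference of all Illumina probes by 0.20. Where no reason is given, the cause was not tested. Offsets before logarithms were not run, as the Affymetrix values are logarithms already, nor was a block on slides, which are not named, nor the second Illumina value table, which is identical. Signal over background limits the Illumina arrays, where 11072 of 25697 probes passed the detection filter.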

Differences from the paper's values

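The wider threshold for several-probe genes and the count of Y-linked probes without a filter were chosen only after the result was seen. The paper states 7 Illumina probes for 5 Y chromosome genes after its filters, against 2 probes for 2 genes here. The annotation used here gives 3 Illumina probes for 3 Y chromosome genes without a filter, a setting chosen after the values were seen, the paper's Ensembl mapping of probes was not used, and no alternative for this count was set before the data were examined. In the paper's Table S2, 3 Illumina genes had all probes called in differing directions, against 12 here, and 3 had some probes called in differing directions, against 1 here, at the same threshold of 0.01 on q-values in the paper and adjusted p here. The sets of probes differ, since the paper removed Illumina probes that span a SNP or lack a unique mapping. That removal was not repeated here, and its effect on these counts was not tested. No alternative for these counts was set before the data were examined, and at an adjusted p under 0.05 the sum of both here was 21 in place of 13.

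The column Average_lumi of Dataset S3 differed from the mean of the normalized values by −0.966 on average (SD 1.32, range −6.71 to 1.86) over the 1957 probes at hand, while the directions of the paper's folds were those found here in 1957 of 1957.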

Other observations

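The fits without the 4 dimmest D2 arrays were chosen only after the result was seen.

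Some receptor and channel genes differed between the strains, while most of those measured were not called and camera called none of their lists. On the Affymetrix arrays the glutamate receptor gene Grin2b (1.82) was higher in B6 and Grm7 (−1.84) and Gria1 (−0.71) higher in D2, and on the Illumina arrays Grm7 (−0.29) and Gria1 (−0.44) were higher in D2, calls lost with median-centred logarithms (adjusted p = 0.0317 and 0.247). Of the GABA-A receptor genes, Gabrb1 (0.88) and Gabrb2 (0.81) were higher in B6, while Gabra2 was higher in D2. The inward rectifier subunit Kcnj10 (−0.55), which buffers potassium in glia, was higher in D2. Of the genes of antigen presentation, beside H2-D1, H2-DMa was higher in D2 on both arrays (−0.32 and −0.39, the second call lost with median-centred logarithms, adjusted p = 0.217), and H2-T23 (0.66) and B2m (0.70), the light chain of class I molecules, were higher in B6 on the Illumina arrays. Hbb-bt, a hemoglobin chain of blood, was higher in B6 on the Illumina arrays (1.06, detected on 12 B6 and 6 D2 arrays), with 2 genes of the blood list measured and none on the Affymetrix arrays.

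Astrocyte genes had 3 higher in B6 and 1 in D2 of 13, 5 when adjusted over the list alone, median 0.05, adjusted p = 0.349 on the Affymetrix arrays and 1 higher in B6 and 1 in D2 of 11, 3 when adjusted over the list alone, median −0.07, adjusted p = 0.958 on the Illumina arrays. Genes of cholesterol synthesis had 2 higher in B6 of 10, 3 when adjusted over the list alone, median −0.05, adjusted p = 0.864 on the Affymetrix arrays and 1 higher in D2 of 13, 0 when adjusted over the list alone, median −0.05, adjusted p = 0.955 on the Illumina arrays. Genes of glutathione and detoxification had 2 higher in B6 and 2 in D2 of 22, 5 when adjusted over the list alone, median −0.00, adjusted p = 0.669 on the Affymetrix arrays and 2 higher in B6 and 1 in D2 of 21, 3 when adjusted over the list alone, median 0.02, adjusted p = 0.958 on the Illumina arrays. Ribosomal protein genes had 1 higher in B6 and 1 in D2 of 11, 4 when adjusted over the list alone, median −0.09, adjusted p = 0.66 on the Affymetrix arrays and 5 higher in B6 and 2 in D2 of 42, 9 when adjusted over the list alone, median −0.06, adjusted p = 0.955 on the Illumina arrays. Genes of oxidative phosphorylation had 1 higher in B6 and 1 in D2 of 29, 2 when adjusted over the list alone, median −0.04, adjusted p = 0.627 on the Affymetrix arrays and 4 higher in D2 of 37, 5 when adjusted over the list alone, median 0.01, adjusted p = 0.958 on the Illumina arrays. Circadian and glucocorticoid genes had 1 higher in D2 of 13, 1 when adjusted over the list alone, median −0.04, adjusted p = 0.71 on the Affymetrix arrays and 0 called of 15, 0 when adjusted over the list alone, median −0.02, adjusted p = 0.958 on the Illumina arrays. The enzymes Cyp51 (0.41) of cholesterol synthesis and Gclm of glutathione synthesis (0.22 and 0.39) were higher in B6, the Affymetrix call of Gclm being lost when single arrays were left out.

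Glutamate receptor genes: on the Affymetrix arrays 1 higher in B6 and 2 in D2 of 20, 4 when adjusted over the list alone, median −0.03, adjusted p = 0.882, and on the Illumina arrays 2 higher in D2 of 9, 3 when adjusted over the list alone, median −0.05, adjusted p = 0.705. GABA-A receptor genes: on the Affymetrix arrays 2 higher in B6 and 1 in D2 of 9, 3 when adjusted over the list alone, median −0.07, adjusted p = 0.519, and on the Illumina arrays 0 called of 5, 0 when adjusted over the list alone, median −0.04, adjusted p = 0.77. With fry the Affymetrix list of GABA-A receptor genes was called, lower in B6 (adjusted p = 0.0040). Potassium channel genes: on the Affymetrix arrays 1 higher in B6 and 2 in D2 of 23, 3 when adjusted over the list alone, median 0.02, adjusted p = 0.882, and on the Illumina arrays 0 called of 16, 0 when adjusted over the list alone, median 0.03, adjusted p = 0.827. Genes of the MHC and antigen presentation: on the Affymetrix arrays 2 higher in D2 of 10, 2 when adjusted over the list alone, median 0.01, adjusted p = 0.853, and on the Illumina arrays 2 higher in B6 and 1 in D2 of 5, 4 when adjusted over the list alone, median 0.15, adjusted p = 0.462. Interferon-stimulated genes: on the Affymetrix arrays 0 called of 7, 1 when adjusted over the list alone, median 0.04, adjusted p = 0.283, and on the Illumina arrays 0 called of 8, 0 when adjusted over the list alone, median −0.00, adjusted p = 0.968. Opioid and neuropeptide genes: on the Affymetrix arrays 1 higher in B6 of 19, 1 when adjusted over the list alone, median −0.05, adjusted p = 0.66, and on the Illumina arrays 1 higher in B6 of 14, 1 when adjusted over the list alone, median −0.05, adjusted p = 0.958. Immediate early genes: on the Affymetrix arrays 0 called of 13, 0 when adjusted over the list alone, median 0.12, adjusted p = 0.349, and on the Illumina arrays 0 called of 10, 0 when adjusted over the list alone, median 0.04, adjusted p = 0.77.

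For direct-pathway neurons the Affymetrix values were 0 called of 7, 0 when adjusted over the list alone, median 0.05, adjusted p = 0.652, and the Illumina values 0 called of 5, 0 when adjusted over the list alone, median −0.02, adjusted p = 0.955. For cholinergic interneurons the Affymetrix values were 0 called of 4, 0 when adjusted over the list alone, median 0.15, adjusted p = 0.516, and the Illumina values 0 called of 5, 0 when adjusted over the list alone, median −0.19, adjusted p = 0.462. For GABA interneurons the Affymetrix values were 1 higher in B6 of 9, 1 when adjusted over the list alone, median −0.08, adjusted p = 0.76, and the Illumina values 0 called of 6, 0 when adjusted over the list alone, median −0.14, adjusted p = 0.955. For oligodendrocyte precursors the Affymetrix values were 0 called of 7, 0 when adjusted over the list alone, median 0.09, adjusted p = 0.652, and the Illumina values 0 called of 4, 0 when adjusted over the list alone, median 0.00, adjusted p = 0.955. For choroid plexus and ependyma the Affymetrix values were 0 called of 11, 0 when adjusted over the list alone, median −0.61, adjusted p = 0.519, and the Illumina values 0 called of 4, 0 when adjusted over the list alone, median −0.02, adjusted p = 0.958. For cortex the Affymetrix values were 0 called of 11, 0 when adjusted over the list alone, median −0.22, adjusted p = 0.519, and the Illumina values 0 called of 8, 0 when adjusted over the list alone, median −0.16, adjusted p = 0.462. For thalamus, septum and hypothalamus the Affymetrix values were 0 called of 14, 0 when adjusted over the list alone, median −0.06, adjusted p = 0.864, and the Illumina values 0 called of 10, 0 when adjusted over the list alone, median −0.06, adjusted p = 0.77. For X-linked genes that differ by sex the Affymetrix values were 0 called of 4, 0 when adjusted over the list alone, median −0.01, adjusted p = 0.968, and the Illumina values 0 called of 3, 0 when adjusted over the list alone, median −0.09, adjusted p = 0.77.

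On the Illumina arrays, genes known to differ between the strains had 1 higher in B6 and 3 in D2 of 13, 6 when adjusted over the list alone, median −0.09, adjusted p = 0.462, and dopamine signalling had 1 higher in B6 of 12, 1 when adjusted over the list alone, median 0.07, adjusted p = 0.462, and blood vessels had 0 called of 9, 0 when adjusted over the list alone, median 0.04, adjusted p = 0.77. Chrna4, a nicotinic receptor subunit, was among those higher in D2 (−0.25).

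Called genes neighboured each other along the chromosomes more often than random assignments: 283 pairs of neighbours on the Affymetrix arrays (median of 10000 random assignments 171, highest 211) and 185 on the Illumina arrays (median 114, highest 154), with p = 1e-04, the smallest these can give, in the gene order of the mouse assembly GRCm38.p6. Called neighbours shared a direction in 53.0% and 52.4% of pairs, so that the clusters may reflect stretches of sequence that differ between the strains with no shared direction.

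The arrays were regrouped at random in 100 splits, the real one counted among them. For the calls between strains no other split gave as many. The counts were 1885 probesets, 1344 genes, 1082 probes and 925 genes, against highest counts of 1, 0, 0 and 0 in other splits (1 of 100 each, the real split). For the sexes, 5 probesets were called against at most 1 (1 of 100). A share of 1 in 100 is the smallest these splits can give, so chance is argued against and not excluded. Other splits mix the groups, so that differences between strains or sexes add to their spread and keep their counts low. For strain by sex, 0 were called (at most 5 in others), so that all 100 splits are as large by construction and say nothing about chance. For the number of lists called, chance is not excluded: 47 of 100 splits called at least 6 lists on the Affymetrix arrays (up to 14) and 38 of 100 at least 3 on the Illumina arrays (up to 9). By single list, with the real split counted, the camera p was as small in 2 splits for microglial genes, 1 for known differences, 3 for indirect-pathway neurons, 18 for blood vessels, 27 for dopamine signalling, 29 for medium spiny neurons and 52 for oligodendrocyte genes on the Affymetrix arrays, and in 1 for microglial and oligodendrocyte genes, 4 for indirect-pathway neurons and 38 for medium spiny neurons on the Illumina arrays. A count of 1 is the real split alone. Adjusted over the lists, no share of splits was under 0.05, the lowest being 0.28 on the Affymetrix and 0.14 on the Illumina arrays.

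Without the 4 dimmest D2 arrays, among the named Illumina genes Drd2 (0.31, adjusted p = 0.0651, from 0.40), Meis2 (0.43, adjusted p = 0.0183, from 0.50), Glul (0.40, adjusted p = 0.06, from 0.53), Nsdhl (−0.17, adjusted p = 0.0258, from −0.17) and Tia1 (−0.11, adjusted p = 0.0544, from −0.19) lost their calls, while Pam gained a call (−0.52, adjusted p = 4.54e-04, from −0.41). All 6 kept their direction, and with fewer arrays a lost call does not show that the dim arrays made the difference. Glul and Nsdhl are the astrocyte gene called higher in B6 and the gene of cholesterol synthesis called on the Illumina arrays.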
